A study of Homo sapiens with 8 samples.

How the data were processed

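RNA was measured by sequencing in 8 samples of human dermal lymphatic endothelial cells (HDLECs), primary cells bought from a vendor that line lymphatic vessels of the skin. The cells received either phosphate-buffered saline as vehicle or 500 nM of 16,16-dimethyl prostaglandin E2 (dmPGE2), a form of prostaglandin E2 that cells break down slowly, and were harvested after 6 h. Per the labels' protocols, RNA was purified on columns and 200 ng of total RNA entered an Illumina TruSeq RNA v2 library. The group and the replicate number of each sample were taken from the sample titles, which give 4 vehicle and 4 dmPGE2 samples numbered 1 to 4 in each group. For the treated samples another label steps the dose up by 1 nM from sample to sample, whereas the titles and the treatment protocol state 500 nM for all of them, and 500 nM was used.

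The authors deposited one table of estimated counts per transcript, that is, of expected counts that a read-to-transcript assignment program gives when a read fits several transcripts. The name of the deposited file says that the estimates came from kallisto. The kallisto version, its options, the transcript index and the genome build were given neither in the labels nor in the file. The estimates were deposited as whole numbers, so rounding them to the nearest whole number, as planned, left every value as it was. All 8 columns carry a name that matches the description of exactly 1 sample. No bootstrap estimates were used here, so the error of assigning reads between similar transcripts does not enter any standard error below, except through its effect on the spread between replicates.

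The table lists 188753 Ensembl transcripts. Transcript identifiers were matched without their version number to GENCODE release 29 on GRCh38, whose coordinates are given throughout. A total of 169797 transcripts matched, 158775 of them with the same version, and they held 97.62% of all counts. The other 18956 transcripts held 2.38% of the counts. The symbol table of the release lists 15326 of them under the HGNC symbol of a primary gene, as copies on alternate sequences of the assembly, and they were added to that gene, which added copies to 1752 genes and recovered 1.55% of the counts. The remaining 3630 transcripts, with 0.82% of the counts, entered no gene total. This pairing by symbol was chosen after totals from primary-assembly transcripts alone had been computed and tested. The reason was that genes with alternate copies then showed changes that their copies offset. The totals without the copies are kept as an alternative. By the gene test below they gave 1957 changed genes, against 2136 with the copies, and 1942 were shared. Counts of transcripts were then summed to 35579 genes, which held 99.18% of the counts.

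Total estimated counts ranged from 12309461 to 18141766 per library. A floor of 3 counts corresponds to between 0.165 and 0.244 CPM (counts scaled to a common library size), depending on the library, and genes at or under it in every library are reported as such. Counts come from amplified reads without molecular identifiers, so the floor covers counting error alone. All 12 pairs of libraries within a group were compared by a chi-square test over genes; the statistic per degree of freedom ranged from 2.75 to 6.13, so no 2 libraries agreed within sampling noise, and each was kept as its own replicate. The labels do not say whether the replicates come from the same or from different cultures or days.

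Genes were tested with the quasi-likelihood test of edgeR 4.0.16 in R 4.3.3 (glmQLFit and glmQLFTest), with TMM normalisation factors and the filterByExpr filter at its defaults, which asks for a minimum count of 10 and a total of 15. The model held the treatment as its single term, and p-values were adjusted by the Benjamini-Hochberg method over all genes tested. A gene was called changed at an adjusted p under 0.05, and changed at least 2-fold when its absolute log2 fold change was also at least 1. The standard error of a log2 fold change was taken as its size divided by the square root of the F statistic. Expression is given as CPM after TMM scaling, as mean ± SD over the 4 libraries of a group. Transcripts were tested in the same way, including those without a gene. Relative use of a gene's transcripts was tested with edgeR's diffSpliceDGE, with Simes p-values per gene and Benjamini-Hochberg adjustment over genes with at least 2 transcripts that passed the filter. Lists of genes were tested with camera from limma 3.58.1, two-sided, with an inter-gene correlation of 0.01 and Benjamini-Hochberg adjustment over the 6 lists. Totals per library were compared with an exact two-sided permutation test.

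The 6 lists (prostanoid receptors, enzymes and transporters; cAMP-response genes; lymphatic endothelial genes; inflammatory and adhesion genes; WNT and BMP ligands and secreted modulators; cell-cycle genes) were written from general knowledge before the data were examined, as were the groups, the tests and the rule for the genes named. The rule takes the 6 largest rises and the 6 largest falls among genes called changed that have a symbol, a mean of at least 1 CPM and no overlap between the groups. It adds the 4 genes with the smallest p-values, the 3 members of each list with the smallest p-values, and, whatever their values, PTGER1, PTGER2, PTGER3, PTGER4, PROX1, LYVE1, FLT4, PDPN and VEGFC. For transcript use it takes the 4 genes with the smallest p-values and CREM, PDE4B and PDE4D. Other list members are named in passing where a list is described, and those were chosen after their values were seen.

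Both groups carry the replicate numbers 1 to 4 in the titles, which is where the pairing comes from. The comparison was therefore also fitted with the replicate number as a block. Further alternatives covered the normalisation (size factors of DESeq2 1.42.0 in edgeR, upper-quartile factors, library totals alone), the filter (none, or a mean of at least 10 counts), the test (DESeq2 Wald test, limma-voom), protein-coding genes alone, and each library left out in turn. For lists, the ranks version of camera and an inter-gene correlation estimated from the data were tried. For transcript use, a gene-level F test and a filter on transcripts with at least 10% of their gene's counts were tried. Primary-assembly transcripts alone, whose totals were computed first, became an alternative when the pairing by symbol was chosen after the data were seen. Also chosen after the data were seen were genes sharing under 10% of their 31-mers (all 31-base sequences in their transcripts) with another gene, removal of each library's trend on GC content and gene length, thinning of all libraries to the smallest total, and merging of near-identical transcripts of a gene (a Jaccard index of their 31-mers of at least 0.9).

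The tests were checked on simulated data drawn from the means and spread of these libraries. Of 197 genes changed among 12855, the gene test recovered 88.8% of those changed by a log2 fold of 1 and 71.7% of those changed by 0.5, and 7.6% of its calls were false. Smaller changes were not simulated, whereas the median absolute log2 fold change among the genes called in the real data was 0.256. The list test gave a p of 4.28e-54 for a raised list and passed 0 of 6 unchanged lists at 0.05. Simulated genes were drawn independently of each other, so this did not test the list p-values where genes vary together. So few unchanged lists cannot measure an error rate. The transcript test recovered 42.2% of 199 changed transcripts among 30117, and 9.7% of its calls were false. The test of transcript use performed poorly at the spread these transcripts have: among 7722 genes with 185 changed it made 32 calls, of which 7 were correct. The limma-voom version, an alternative here, made 35 calls on the same simulated genes, of which 28 were correct. With the transcripts' dispersion capped at 0.005 the same test recovered 87.8% of 196 changed genes among 8320, with 1.7% false calls. Tables were prepared with Python 3.11.15 and pandas 2.3.3, and plots were drawn with matplotlib 3.10.9.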

Results

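The response of lymphatic endothelium to prostaglandin E2 was examined in HDLECs by RNA sequencing of 4 vehicle-treated and 4 dmPGE2-treated samples, with 500 nM dmPGE2 for 6 h. The design has a single contrast, dmPGE2 against vehicle. The 8 libraries held 131710025 estimated counts in all. Vehicle libraries 1 to 4 held 18141766, 15445490, 16594568 and 16935659 counts, and dmPGE2 libraries 1 to 4 held 16904693, 17596038, 17782350 and 12309461. The mean total was 16779371 ± 1109645 (SD) in the vehicle group and 16148136 ± 2586818 in the dmPGE2 group, a difference of -631235 counts that an exact two-sided permutation test over 70 arrangements did not separate from 0 (p = 0.771). Between 12647 and 13101 genes had at least 10 counts in a library. Mitochondrial transcripts took 2.85% to 3.64% of the counts, and the 10 most abundant genes took 9.32% to 9.56%. Pearson correlations of log2 CPM across genes ranged from 0.986 to 0.990 between libraries of the same group.

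The first question was how many genes responded to dmPGE2. The first principal component of log2 CPM took 26.9% of the variance and set the 4 dmPGE2 libraries (scores from 11.5 to 19.0) apart from the 4 vehicle libraries (from -19.0 to -11.6). Of 12954 genes tested, 2136 (16.5%) changed at a Benjamini-Hochberg adjusted p under 0.05 in edgeR's quasi-likelihood test, 1169 upward and 967 downward. Most changes were small: the median absolute log2 fold change among the changed genes was 0.256, and 85 genes changed at least 2-fold, 46 upward and 39 downward. The biological coefficient of variation was 0.0531, so the libraries of a group differed little, and changes of this size exceeded the spread between them. Of the alternatives that used all 8 libraries, the one that moved the count of changed genes furthest removed each library's trend on GC content and gene length, and it called 2513 genes. With no filter on low counts, 148 genes changed at least 2-fold. With the replicate number as a block, 2237 genes changed, 2061 of them shared with the fit without the block, and 86 changed at least 2-fold. Same-numbered libraries hardly deviated together from their group means when all genes were weighted equally. The mean correlation of their deviations was 0.006 (from -0.005 to 0.022), against -0.002 for libraries with different numbers (from -0.056 to 0.063). The mean of -0.002 is tied to that of 0.006, since deviations were taken from group means, and is no separate comparison. An effect shared by some genes only could be missed.

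The split between rises and falls depended on the scaling. Rises made up 54.7% of the changed genes with TMM factors (1169 of 2136), 42.4% with upper-quartile factors (904 of 2131) and 40.6% with library totals alone (876 of 2155). The median log2 fold change of all genes moved by -0.02 with upper-quartile factors and by -0.03 with library totals, relative to TMM. Leaving out 1 library at a time gave between 1624 and 2039 changed genes, and 1226 of the 2136 genes (57.4%) were called in all 8 of these fits.

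**Figure D1:**
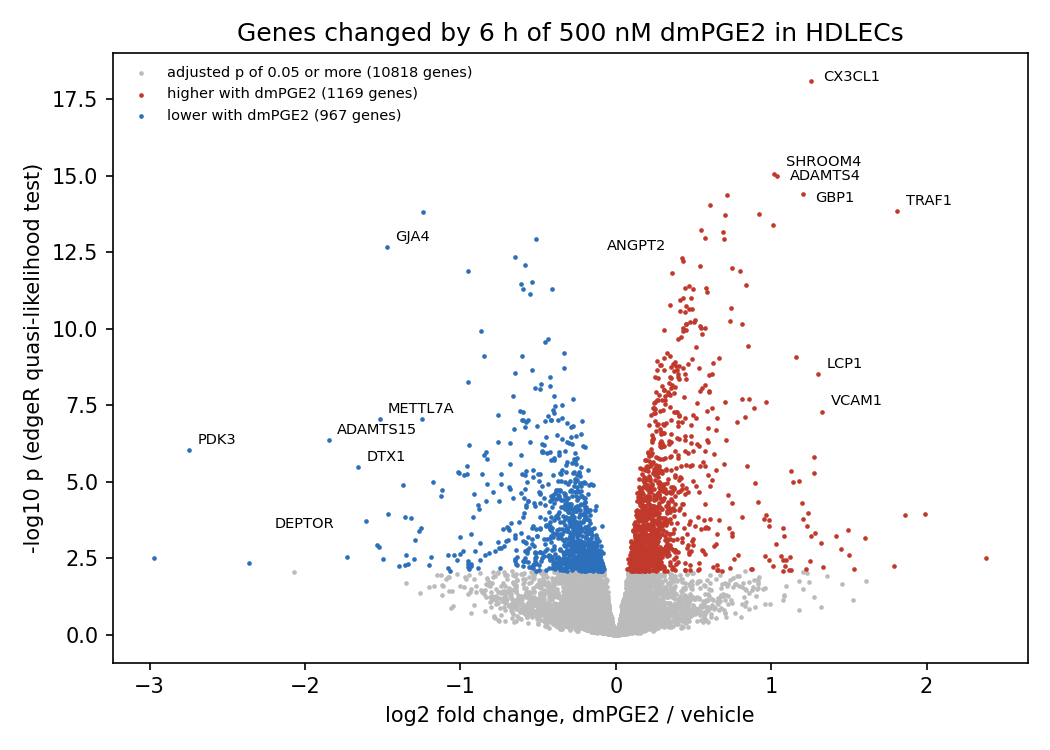
Each point is 1 of the 12954 genes tested, with its log2 fold change (dmPGE2 over vehicle) on the x axis and -log10 of its unadjusted p from edgeR's quasi-likelihood test on the y axis. Red points are the 1169 genes that rose and blue points the 967 that fell at an adjusted p under 0.05; CX3CL1 has the smallest p, and most coloured points lie within a log2 change of 1.

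Among genes with no overlap between groups and a mean of at least 1 CPM, TRAF1 rose most. TRAF1, which encodes a signalling adaptor of tumour necrosis factor receptors (ENSG00000056558, chromosome 9, 120902393 to 120929173), went from 12.2 ± 1.92 CPM in vehicle to 43.1 ± 2.88 CPM in dmPGE2 (SD, n = 4 each), a log2 fold change of 1.81 ± 0.088 (SE) with an edgeR adjusted p of 2.42e-11. The next largest rises were found for HMGN2P5, CLDN14, PLEK, VCAM1 and LCP1, with log2 fold changes of 1.53, 1.497, 1.42, 1.33 and 1.30. VCAM1, an adhesion molecule for leukocytes, rose from 3.19 ± 0.360 to 7.95 ± 1.13 CPM, and LCP1, an actin-bundling protein, from 4.10 ± 0.324 to 10.1 ± 0.841 CPM. CLDN14 and PLEK were low in both groups, at 0.990 ± 0.504 and 0.573 ± 0.208 CPM in vehicle, and their edgeR adjusted p values were 0.00497 and 0.00723. HMGN2P5 is a pseudogene of which 100% of the 31-mers occur in another gene, and its value of 1.66 ± 0.447 CPM in dmPGE2 against 0.580 ± 0.527 in vehicle is uncertain for that reason. Its edgeR adjusted p was 0.0444, and it lost significance in 6 of the 8 fits that each left out 1 library and under the DESeq2 Wald test and with primary-assembly transcripts alone.

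The largest fall was that of PDK3, a kinase that inhibits pyruvate dehydrogenase (ENSG00000067992, chromosome X, 24465221 to 24541862). It went from 3.32 ± 1.26 to 0.474 ± 0.252 CPM, a log2 fold change of -2.75 ± 0.388 (SE) with an edgeR adjusted p of 4.34e-05. PDK3 was low: dmPGE2 library 4 held 0.248 CPM, next to that library's floor of 0.244 CPM, and vehicle library 1 held 1.48 CPM. The size of its fall is uncertain for that reason. ADAMTS15, DTX1, DEPTOR, METTL7A and GJA4 followed, with log2 fold changes of -1.85, -1.66, -1.60, -1.52 and -1.47. GJA4, which encodes the gap junction protein connexin 37 (chromosome 1, 34792998 to 34795747), was the most abundant of them, at 53.0 ± 2.58 CPM in vehicle and 19.1 ± 3.01 CPM in dmPGE2, and its edgeR adjusted p was 1.60e-10. DEPTOR was low in both groups, at 1.78 ± 0.650 CPM in vehicle and 0.571 ± 0.141 CPM in dmPGE2. These 6 falls, and the rises of TRAF1, CLDN14, PLEK, VCAM1 and LCP1, stayed past the threshold under all 21 alternatives.

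The smallest p-value belonged to CX3CL1, a chemokine that is also a membrane-bound adhesion molecule (ENSG00000006210, chromosome 16, 57372458 to 57385048). It rose from 122 ± 3.23 to 291 ± 11.7 CPM, a log2 fold change of 1.25 ± 0.036 (SE) with an edgeR adjusted p of 1.02e-14. SHROOM4 (chromosome X, 50591647 to 50814302) rose from 52.7 ± 1.84 to 106.5 ± 1.88 CPM, and the protease gene ADAMTS4 (chromosome 1, 161184308 to 161199056) from 59.99 ± 2.67 to 123 ± 4.28 CPM, each with an edgeR adjusted p of 4.45e-12. GBP1 (chromosome 1, 89052319 to 89065360) rose from 31.9 ± 1.15 to 73.5 ± 4.14 CPM with an edgeR adjusted p of 1.08e-11. GBP1 shares 18.4% of its 31-mers with other genes of its family, so part of its count depends on how reads were divided among them.

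**Figure D2:**
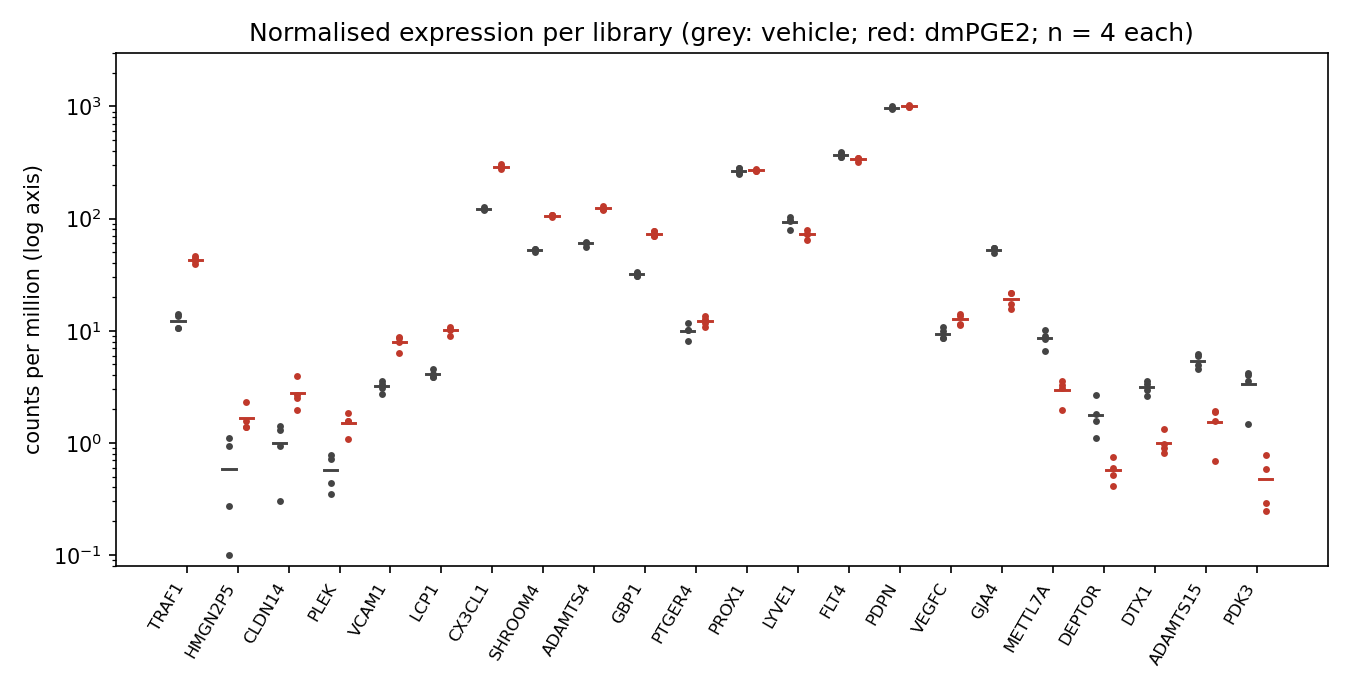
Each point is 1 library's TMM-normalised CPM (log axis) for a named gene, grey for vehicle and red for dmPGE2, with a bar at the mean of the 4 libraries; a value of 0 is drawn near the lower end of the axis. The groups do not overlap for the 6 rises on the left, the 4 genes with the smallest p-values or the 6 falls on the right, whereas PTGER4, PROX1 and PDPN overlap.

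The next question was which of 6 gene lists moved as a group. With limma's camera and Benjamini-Hochberg adjustment over the 6 lists, the inflammatory and adhesion genes rose (mean log2 fold change 0.392 over 22 genes tested, adjusted p 3.84e-21), as did the cAMP-response genes (0.323 over 27 genes, adjusted p 1.63e-05). The lymphatic endothelial genes fell (-0.130 over 31 genes, camera adjusted p 0.00736), and so did the cell-cycle genes (-0.100 over 20 genes, camera adjusted p 0.0431). The prostanoid genes (-0.045 over 11 genes, camera adjusted p 0.388) and the WNT and BMP genes (0.009 over 11 genes, camera adjusted p 0.911) did not move as groups. Camera's direction was up for the prostanoid and down for the WNT and BMP genes, opposite to the sign of each mean. With the replicate number as a block, the mean log2 fold changes were 0.385 for the inflammatory, 0.332 for the cAMP-response, -0.128 for the lymphatic, -0.098 for the cell-cycle, -0.052 for the prostanoid and 0.019 for the WNT and BMP genes, with camera adjusted p values of 1.21e-22, 6.26e-05, 0.0139, 0.0567, 0.388 and 0.690 in that order. The check on that pairing is the mean correlation of 0.006 between same-numbered libraries given above, which could miss pairing confined to some genes. The shifts of 2 lists were not separable from other groupings of the libraries: 4 of the 35 ways to split the 8 libraries into 4 and 4 gave the lymphatic list a camera p as small, and 13 of 35 did so for the cell-cycle list. For the inflammatory and cAMP-response lists the real split alone reached its p. The alternative that moved the adjusted p of the lymphatic list most was an inter-gene correlation estimated from the data, which gave 0.205 in limma's camera.

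**Figure D3:**
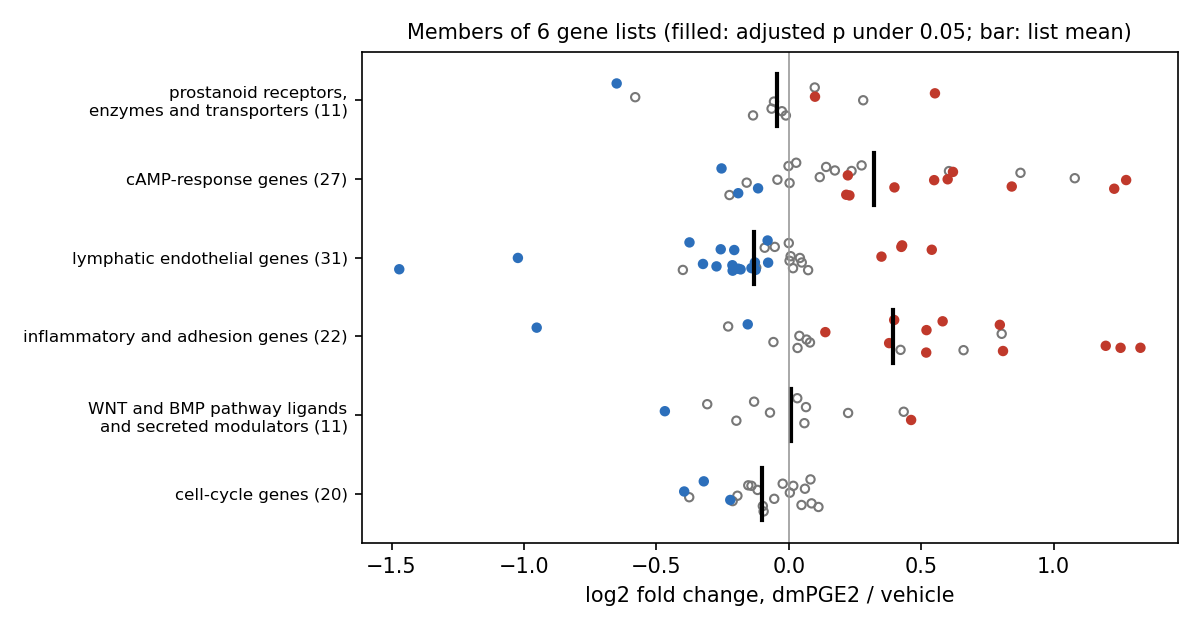
Each point is a list member's log2 fold change (dmPGE2 over vehicle, x axis), filled red or blue where the edgeR adjusted p over all genes is under 0.05, with the number of members tested in brackets and a black bar at the list mean. Bars lie at 0.392 for the inflammatory and 0.323 for the cAMP-response genes and between -0.130 and 0.009 for the other 4 lists; the bar of the WNT and BMP genes lies below 0 with upper-quartile factors or library totals.

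Prostaglandin E2 acts through the receptors EP1 to EP4, encoded by PTGER1 to PTGER4, and dmPGE2 binds the same receptors. PTGER4 (chromosome 5, 40679498 to 40693735) was the receptor gene of the 4 that was clearly detected, at 9.99 ± 1.55 CPM in vehicle and 12.2 ± 1.18 CPM in dmPGE2, a log2 fold change of 0.28 ± 0.116 (SE) that did not pass the threshold (edgeR adjusted p 0.111). PTGER1 and PTGER2 held 0 or 1 counts in each library and PTGER3 held 0 to 3, all at or under the floor of 3 counts, so these 3 receptors were not detectable at this depth and were not tested. Within the prostanoid list, 3 of the 11 genes tested changed, whether p-values were adjusted over all genes or over the list. PTGS2, which encodes cyclooxygenase 2 (chromosome 1, 186671791 to 186680427), rose from 71.6 ± 3.29 to 105.1 ± 4.24 CPM (log2 fold change 0.55 ± 0.045, edgeR adjusted p 2.98e-08). The prostaglandin transporter gene SLCO2A1 fell from 6.48 ± 0.652 to 4.17 ± 0.806 CPM (log2 fold change -0.65 ± 0.161, edgeR adjusted p 0.00816). PTGES3 rose by 0.099 on the log2 scale with an edgeR adjusted p of 0.0360; it shares 11.9% of its 31-mers with other genes, and it lost significance in 6 of the 8 fits that each left out 1 library, with no filter, and with upper-quartile factors or library totals.

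EP2 and EP4 raise cyclic AMP, and a list of genes that respond to it was tested for that reason. Of the 27 tested, 13 changed, 10 upward and 3 downward, and the count was the same when adjusted over the list. By p-value the first 3 were DUSP1, RASD1 and CREM. DUSP1 rose from 66.5 ± 3.18 to 97.3 ± 1.37 CPM (log2 fold change 0.55 ± 0.043), RASD1 from 50.3 ± 4.80 to 76.3 ± 2.55 CPM (0.60 ± 0.059) and CREM from 19.2 ± 1.38 to 29.4 ± 1.66 CPM (0.62 ± 0.071). Their edgeR adjusted p values were 2.10e-08, 4.02e-07 and 3.22e-06. NR4A1 and NR4A3 had the largest changes of the list among genes past the threshold, at 1.27 and 1.23 on the log2 scale. The 3 genes that fell were PDE4D, ID1 and CITED2, with log2 fold changes of -0.25, -0.19 and -0.12.

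Among the 22 inflammatory and adhesion genes tested, 11 rose and 2 fell past the threshold, 13 in all over all genes and 13 over the list. Besides CX3CL1 and VCAM1, the adhesion genes SELE and ICAM1 rose, SELE from 179.5 ± 14.8 to 311.6 ± 18.1 CPM (log2 fold change 0.80 ± 0.050) and ICAM1 from 168 ± 9.17 to 252 ± 8.14 CPM (0.58 ± 0.039). Their edgeR adjusted p values were 6.94e-10 and 1.92e-09. LIF, CCL20, CXCL8 and CCL2 rose by 1.20, 0.81, 0.52 and 0.40 on the log2 scale, while IL33 and CXCL1 fell by 0.95 and 0.15. IL6 and IL1B did not change past the threshold (edgeR adjusted p 0.331 and 0.942).

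Of the 31 lymphatic endothelial genes tested, 20 changed over all genes and 21 over the list alone, with 16 downward and 4 upward among the 20. The 3 with the smallest p-values were GJA4, given above, ANGPT2 and ACKR3. ANGPT2, a ligand of the TIE2 receptor, rose from 1936 ± 43.5 to 2598 ± 52.0 CPM (log2 fold change 0.42 ± 0.025), and the scavenging chemokine receptor gene ACKR3 rose from 74.4 ± 2.04 to 108.1 ± 4.55 CPM (0.54 ± 0.042), with edgeR adjusted p values of 3.46e-10 and 1.85e-08. The markers fixed in advance moved differently. PROX1, the transcription factor that specifies lymphatic endothelium, stayed at 269 ± 17.7 CPM in vehicle and 269.9 ± 5.69 CPM in dmPGE2 (edgeR adjusted p 0.932), and PDPN, which encodes podoplanin, at 972 ± 22.8 and 1005 ± 20.7 CPM (edgeR adjusted p 0.245). The hyaluronan receptor gene LYVE1 fell from 94.2 ± 9.86 to 72.7 ± 5.80 CPM, a log2 fold change of -0.38 ± 0.067 with an edgeR adjusted p of 4.95e-04. FLT4, which encodes the receptor VEGFR3, fell from 369.8 ± 17.8 to 339 ± 12.2 CPM (log2 fold change -0.12 ± 0.036, edgeR adjusted p 0.0221) and lost significance in 4 of the 8 fits that each left out 1 library. VEGFC, which encodes a ligand of that receptor, rose from 9.44 ± 1.07 to 12.7 ± 1.44 CPM (log2 fold change 0.43 ± 0.110, edgeR adjusted p 0.0105). Among other members, CCL21, FOXC2, SOX18 and NR2F2 fell past the threshold, with log2 fold changes of -1.02, -0.32, -0.26 and -0.18. NRP2 and RELN did not change past it. These other members were named after their values were seen.

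In the WNT and BMP list, 2 of the 11 genes tested changed, over all genes and over the list. BMP4 fell from 65.6 ± 6.10 to 47.5 ± 3.69 CPM (log2 fold change -0.47 ± 0.067) and BMP2 rose from 21.3 ± 1.37 to 29.3 ± 0.917 CPM (0.46 ± 0.066), with edgeR adjusted p values of 5.10e-05 and 5.31e-05. DKK3, the member with the next smallest p, fell by 0.071 on the log2 scale and did not pass the threshold (edgeR adjusted p 0.0984). It passed in edgeR with the replicate number as a block (-0.072, adjusted p 0.0464; the correlation of same-numbered libraries was 0.006), with upper-quartile factors, with library totals, with the GC content and length trend removed and without vehicle replicate 4, and its adjusted p ranged from 0.0189 to 0.259 over 21 alternatives. The other 9 members of the list were not tested because their counts were too low. Of the 20 cell-cycle genes, 3 fell, over all genes and over the list, and 7 of the 20 had a positive log2 fold change. PCNA fell from 56.4 ± 2.00 to 42.9 ± 3.28 CPM (log2 fold change -0.40 ± 0.058), MCM2 from 23.6 ± 0.728 to 18.8 ± 0.844 CPM (-0.32 ± 0.068) and TYMS from 46.5 ± 1.62 to 39.9 ± 2.44 CPM (-0.22 ± 0.057), with edgeR adjusted p values of 7.18e-05, 0.00242 and 0.0104. TYMS shares 37.9% of its 31-mers with other genes.

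At the level of single transcripts far fewer changes were found. Of 35919 transcripts tested with edgeR, 313 changed (224 upward and 89 downward), 38 of them at least 2-fold, and 2940 had an unadjusted p under 0.05. The biological coefficient of variation, a single value for all transcripts, was 0.653, against 0.0531 for genes. By this summary transcripts varied more between libraries of a group than gene totals did. It does not tell how many transcripts did so. With the replicate number as a block, where the mean correlation of same-numbered libraries over gene totals was 0.006, 47 transcripts changed. The DESeq2 Wald test moved the count most, to 1515 transcripts. Of 1823 tested transcripts that did not match the annotation, 6 changed.

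The use of alternative transcripts within a gene was compared for 8488 genes with at least 2 transcripts. By edgeR's Simes test with Benjamini-Hochberg adjustment, 27 genes changed in transcript use, 4 of which also changed in their total, and 158 had an unadjusted p under 0.05. This count was barely above the background of the test: other splits of the 8 libraries into 4 and 4 gave a median of 19 and up to 26 calls. With the replicate number as a block 1 gene, RAI2, was called (named after its value was seen), with the same correlation of 0.006 as the check on the pairing. Of the alternatives that did not use the block, the filter on transcripts with at least 10% of their gene's counts moved the count most, to 3 genes.

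**Figure D4:**
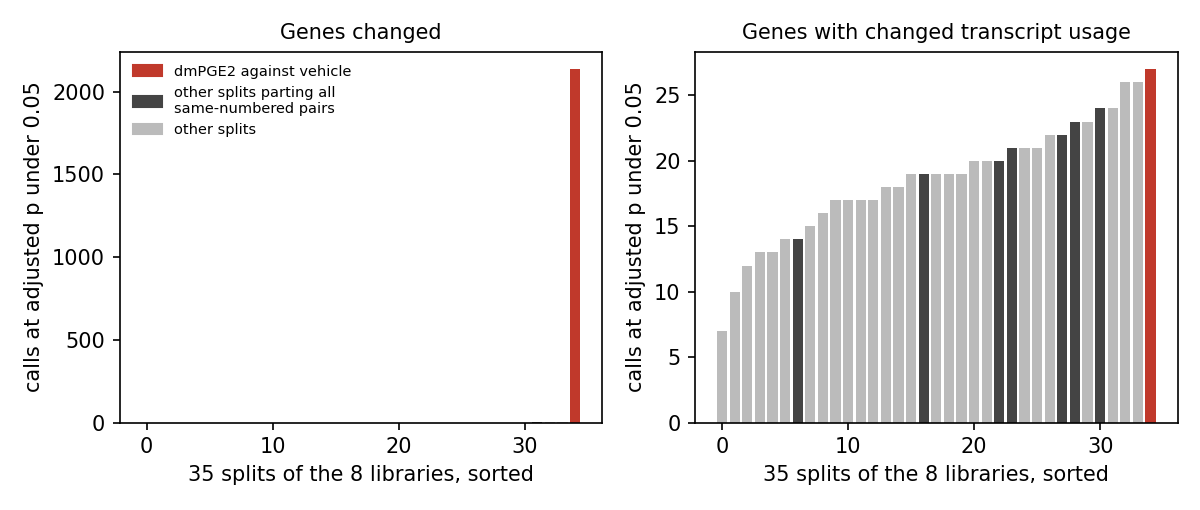
Bars give the number of calls at an adjusted p under 0.05 for each of the 35 ways to split the 8 libraries into 4 and 4, sorted by height, for edgeR's test of genes (left) and of transcript use (right); red marks dmPGE2 against vehicle, dark grey the other splits that part every same-numbered pair and light grey the rest. On the left the real split reaches 2136 genes and no other split more than 1, too low to be seen at this scale; on the right the real split reaches 27 genes and another reaches 26.

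The 4 genes with the smallest p-values for transcript use were CCNA2, RB1, SLFN11 and FKBP5, and each had a transcript at 0 counts in every library of one group. CCNA2-202 (ENST00000618014.1, chromosome 4, 121816445 to 121823933, minus strand, 8 exons, 2797 bases) took 16.3% ± 5.09 of the gene's counts in vehicle and 0% in dmPGE2. CCNA2-201 (chromosome 4, 121816444 to 121823932, also 8 exons and 2797 bases) took the rest, and the total of CCNA2 did not change past the threshold (edgeR adjusted p 0.0610). SLFN11-201 took 0% of its gene's counts in vehicle and 71.2% ± 16.7 in dmPGE2, RB1-209 took 0% and 2.34% ± 1.02, and the FKBP5 transcript ENST00000539068.5 took 0% and 3.97% ± 1.83. The totals of SLFN11, RB1 and FKBP5 stayed within the spread between libraries (edgeR adjusted p 0.994, 0.872 and 0.539). When near-identical transcripts of a gene were merged, 25 genes were called and CCNA2, RB1, SLFN11 and FKBP5, whose transcripts named here were merged with their counterparts, were not among them. In CREM, PDE4B and PDE4D, chosen in advance, the smallest unadjusted p of a transcript's relative use was 0.226, 0.581 and 0.534, so no shift in transcript use was detectable for them.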

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

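Values were compared within each group of 4 libraries, for the depth measures and for every named gene, and 5 of 86 such comparisons had 1 library far from the other 3, where chance alone gives 4.3. The number of these flags is therefore close to what chance gives. The test of depth by thinning was chosen after the totals were seen.

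The dmPGE2 library 4 held 12309461 counts, against 16904693 to 17782350 in the other dmPGE2 libraries, and it had 12647 genes with at least 10 counts against 12956 to 12990. Fewer genes past a fixed count is what a smaller library gives. Whether depth could also account for the genes called changed was tested by thinning every library to the smallest total: 1946 genes were then called, and 1828 of them were among the 2136 found at full depth, so a difference in depth did not account for those 1828. The others of the 2136 were not called at the smaller depth, and thinning does not tell whether that is loss of power. Leaving out this library gave 1736 changed genes, and leaving out each of the other 7 libraries gave between 1624 and 2039. No biological explanation was tested, since the labels give no difference between libraries of a group.

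Mitochondrial transcripts took 2.98% of the counts in vehicle library 1, against 3.54% to 3.64% in the other vehicle libraries. The lowest dmPGE2 value was also in library 1, at 2.85%, against 3.25% to 3.41% in the others. A shared preparation of both libraries numbered 1 may lie behind this. Over all genes the deviations of these libraries from their group means were hardly correlated (r = 0.022), which does not exclude an effect on some genes. The fit with the replicate number as a block called 2237 genes against 2136 without it. No batch is given in the labels, and no biological explanation was tested.

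GJA4 stood at 49.2 CPM in vehicle library 2, against 54.2 to 54.5 CPM in the other vehicle libraries, and MCM2 at 20.1 CPM in dmPGE2 library 1, against 18.4 to 18.5 CPM in the other dmPGE2 libraries. In both cases the other 3 libraries lay unusually close together. Reads shared with other genes are not a likely source, since GJA4 and MCM2 share 0.17% and 0.30% of their 31-mers with other genes, and among all changed genes the share of genes with at least 10% shared 31-mers was 19.7%, lower than the 25.8% among genes tested. The fall of GJA4 lay between -1.54 and -1.38 on the log2 scale over its 21 alternatives, and that of MCM2 between -0.354 and -0.297. No biological explanation was tested.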

How the results depend on the processing

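Primary-assembly totals were computed first and became an alternative when the pairing by symbol was chosen after the data were seen. Other alternatives chosen then are genes sharing under 10% of their 31-mers, removal of the GC content and length trend, thinned libraries and merged near-identical transcripts. Rounding down was planned and not run, because the deposited estimates are already whole numbers. The cause of each change below was not tested unless a value is given for it.

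The count of changed genes, 2136, stayed between 1927 and 2513 over the alternatives that used all 8 libraries, and the calls overlapped: 1936 of the 1976 genes called by the DESeq2 Wald test, 2017 of the 2064 called by limma-voom and 1942 of the 1957 called from primary-assembly transcripts were among the 2136. The count of genes changed at least 2-fold, 85, was 148 with no filter and between 71 and 92 under the other such alternatives. The share of rises among changed genes moved from 54.7% to 42.4% with upper-quartile factors and to 40.6% with library totals.

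Transcripts changed numbered 313. They became 1515 with the DESeq2 Wald test, 186 with no filter and 47 with the replicate block. Genes with changed transcript use numbered 27, and became 46 with no filter, 3 with the filter at 10% of the gene's counts and 1 with the replicate block. Limma-voom called 37 genes for transcript use, 9 of them among the 27; other splits of the 8 libraries gave it a median of 12 calls and up to 36.

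The mean log2 fold change of the inflammatory and cAMP-response lists stayed positive and past the camera threshold under all 20 alternatives of each. Means ranged from 0.346 to 0.458 for the inflammatory and from 0.250 to 0.359 for the cAMP-response list. Camera adjusted p values ranged from 5.52e-28 to 4.68e-04 (inflammatory) and from 2.79e-06 to 0.0317 (cAMP-response). The largest came from camera on ranks for the inflammatory list and from the estimated inter-gene correlation for the cAMP-response list. The lymphatic list stayed negative, from -0.158 to -0.120, and lost significance with the estimated inter-gene correlation (mean -0.130, adjusted p 0.205; over its 20 alternatives from 0.00133 to 0.205). The cell-cycle list stayed negative and past the threshold in 12 of 20 alternatives, with adjusted p from 0.0103 to 0.409. It lost significance with the replicate block (mean -0.098), the estimated correlation (-0.100), genes sharing under 10% of 31-mers (-0.112) and the GC content and length trend removed (-0.095), and in 4 of the fits that left out 1 library. The mean of the prostanoid list reversed to 0.228 with no filter, without the list passing the threshold. That of the WNT and BMP list, near 0 at 0.009, reversed to -0.016 with upper-quartile factors, -0.019 with library totals, -0.033 with primary-assembly transcripts and -0.020 with thinned libraries. Its largest move was upward, to 0.415 over 16 genes with no filter, also without passing the threshold.

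Across the 8 fits that each left out one library, changed genes ranged from 1624 to 2039, genes changed at least 2-fold from 75 to 88, transcripts from 138 to 199 and genes with changed transcript use from 15 to 34. The list means ranged from -0.068 to -0.007 (prostanoid), 0.281 to 0.359 (cAMP-response), -0.151 to -0.120 (lymphatic), 0.346 to 0.433 (inflammatory), -0.030 to 0.051 (WNT and BMP) and -0.134 to -0.077 (cell cycle). The difference in total counts between groups ranged from -1175973 to 648323.

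For the 38 named genes that were tested, 760 of 793 comparisons kept the direction and the side of the threshold. PROX1 accounted for the 6 reversals, all near 0: -0.018 with upper-quartile factors, -0.021 with library totals, -0.010 with the GC content and length trend removed, and -0.025, -0.014 and -0.002 without vehicle replicate 1, vehicle replicate 2 and dmPGE2 replicate 4 (from -0.025 to 0.038 over the 8 fits that each left out one library). The other changes were 21 that became weaker (PTGES3, HMGN2P5 and FLT4) and 6 that became stronger (DKK3 and PTGER4). Depth limits the receptor genes PTGER1, PTGER2 and PTGER3, which lie at or under 3 counts, and every call of transcript use that rests on a few CPM.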

Other observations

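The splits of the libraries were fixed as a test before the data were examined. The tests of GC content and length, of depth, of shared 31-mers and of the 3 further gene lists were chosen after the calls were seen, and the test of near-identical transcripts, with the count of transcripts at 0 in other splits, was chosen after its own result was partly seen. The share of variance tied to GC content and length was measured after the count under that correction was known.

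The 8 libraries can be split into 4 and 4 in 35 ways. Of these, 8 part all 4 same-numbered pairs, as the real split does, too few for a share under 0.05; the other 27 keep at least 2 same-numbered pairs together. For changed genes, 1 of the 8 and 1 of the 35 splits, the real one, gave a count as large, and other splits gave at most 1 gene. The same held for genes changed at least 2-fold (1 of 8 and 1 of 35) and for transcripts (1 of 8 and 1 of 35, with at most 2 transcripts in another split). For lists, splits with a camera p as small numbered 1 of 8 and 1 of 35 for the inflammatory genes and 1 of 8 and 1 of 35 for the cAMP-response genes. They numbered 2 of 8 and 4 of 35 for the lymphatic, 5 of 8 and 13 of 35 for the cell-cycle, 3 of 8 and 5 of 35 for the prostanoid, and 6 of 8 and 33 of 35 for the WNT and BMP genes. The fall of the lymphatic and cell-cycle lists as groups therefore cannot be told apart from variation between libraries, although 16 single members of the lymphatic list fell past the threshold.

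Technical sources of the 2136 changed genes were tested in 3 ways. Removing each library's trend on GC content and gene length raised the count to 2513. The trend that differed between the groups was small to begin with: GC content and length accounted for 0.25% of the variance of log2 fold changes across 12947 genes before the correction and 0.04% after it (natural splines with 5 degrees of freedom each), and the median shift of a changed gene was 0.0065 on the log2 scale. The biological coefficient of variation fell from 0.0531 to 0.0450, and 2122 of the 2136 genes were called again. With every library thinned to the smallest total, 1946 genes were called, 1828 of them among the 2136. Genes sharing at least 10% of their 31-mers made up 19.7% of the changed genes and 22.4% of those changed at least 2-fold, against 25.8% of the genes tested. These 3 sources did not account for the bulk of the calls. Only the real split, 1 of the 35, gave a count as large. A response to dmPGE2 goes with this, within what 4 libraries per group and a design with 8 comparable splits can show. These tests cannot separate dmPGE2 from a difference in culture, handling or preparation that coincided with the groups. The names of the libraries run in sequence through the vehicle and then the dmPGE2 samples, and the labels give no batch.

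Transcript use gave 1 of 8 and 1 of 35 splits with a count as large, yet the margin was small: the 7 other comparable splits had a median of 21 calls and up to 24, and all other splits a median of 19 and up to 26, against 27 for the real one. Of the 27 called genes, 20 (74.1%) held a transcript at 0 counts in every library of one group, against 34 of the 8488 genes tested (0.4%). Such a transcript is the most extreme difference the test can meet, so this excess is partly built in. The other splits had the same trait: a median of 76.3% of their calls, from 52.9% to 88.5%, held a transcript at 0 counts in every library of one side, and 21 of the 35 splits had a share as high as the real one. The trait is thus not particular to dmPGE2. A candidate explanation is that the assignment program moved reads as a block between transcripts of almost the same sequence. Merging such transcripts left 25 calls: 14 of the 27 were kept, 13 were lost and 11 others appeared. In CCNA2, RB1, SLFN11 and FKBP5 the transcripts that differed were merged with each other, so that their shifts were no longer open to test. Neither test settles whether assignment error lies behind the calls. In simulated data with the spread of these transcripts, 78.1% of the calls of this test were false. Limma-voom, with 28 of 35 simulated calls correct, called 37 genes, against a median of 12 and up to 36 in other splits; 1 of 35 splits, the real one, gave as many.

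TRAF1, CX3CL1, VCAM1, SELE and ICAM1 are known targets of the transcription factor NF-kB, which raised the hypothesis that its targets rose more widely. A list of 30 other NF-kB target genes, none in the 6 lists, had 28 members tested, with a mean log2 fold change of 0.237, 24 members higher and 4 lower, and 9 past the threshold, all upward (limma camera adjusted p over 3 lists 6.13e-08). No other split gave this list a camera p as small (1 of 35). PLAU, BIRC3 and CSF1, named after their values were seen, rose by 0.60, 0.64 and 0.58 on the log2 scale. The rise may thus reflect NF-kB activity, although these data hold no measurement of NF-kB itself and camera takes the genes of a list as nearly independent.

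GBP1 is induced by interferons, and the same question was asked of type I interferon. A list of 31 genes induced by type I interferon had 28 members tested, a mean log2 fold change of 0.123 and 5 members upward and 4 downward past the threshold, and it did not move as a group (limma camera adjusted p 0.797). Its members went both ways: MX1 and USP18 rose by 0.55 and 0.48 on the log2 scale, while IRF9 and IFIT2 fell by 0.28 and 0.25, these 4 named after their values were seen. A rise of type I interferon targets as a group was not seen. Targets of other interferons were not tested.

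GJA4 and DTX1, which fell, are linked to Notch signalling. A list of 15 other Notch pathway genes had 14 members tested and a mean log2 fold change of -2e-04, with 5 higher, 9 lower, and 2 upward and 2 downward past the threshold (limma camera adjusted p 0.797). The list holds ligands and receptors as well as targets, and it did not fall as a group. Its median was -0.064, and its mean was raised by CXCR4 (0.49 ± 0.125, SE) and HEY2 (0.46 ± 0.402). JAG1 rose by 0.26 and LFNG fell by 0.31 on the log2 scale; these 4 genes were named after their values were seen. A fall of Notch targets alone was not tested. DLL4, EFNB2 and NOTCH1, also linked to Notch, belong to the lymphatic list and were left out of this one. Their log2 fold changes were -0.206, -0.128 and -0.091 (edgeR adjusted p 0.0160, 0.0208 and 0.105). They were also named after their values were seen, and their direction goes with the hypothesis.

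Another pair of values bears on how reads were divided between copies. SERF1A and SERF1B, near-identical genes on chromosome 5, moved in opposite directions, SERF1A from 8.67 ± 1.61 to 4.37 ± 0.810 CPM and SERF1B from 16.7 ± 1.71 to 22.9 ± 0.934 CPM. They were named after their values were seen, and no test of the division was run for them.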
